A study of Arabidopsis thaliana with 18 samples.

How the data were processed

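Transcript reads were obtained from whole Arabidopsis thaliana seedlings with PacBio Iso-Seq, a long-read method in which a read can cover a complete transcript. The 18 libraries fall into 6 genotypes with 3 biological replicates each. The genotypes are the wild type Col-0, the mutants xct-1, xct-2 and prl1-2, a line of xct-2 that carries an XCT::XCT transgene and a line of xct-1 that carries a transgene labelled XCT::SpXAP5. Per the labels' protocols, seedlings were grown in constant light of 55 µmol per square metre per second at 22 °C after 3 days of stratification. About 60 mg of tissue was taken at day 11 every 2 h over 24 h and pooled, so a library holds an average over the day and no time course. Another label gives the age as 10 days, and the difference could not be settled. Groups and replicate numbers were taken from the sample titles.

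The authors deposited 1 table of counts per library. Per the file headers and values, each table holds raw whole-number counts for the same 334524 features, namely 32436 genes or loci, 170526 exon bins, 127555 annotated splice junctions and 4007 junctions outside the annotation, which the text calls unannotated junctions. The aligner, the counting program's settings, the genome build and the annotation are not given in the sources used here. The way the catalogue of unannotated junctions was made is not given either. The authors also deposited 5 tables of pairwise comparisons, and per the file headers these hold a p-value and an adjusted p-value per feature. The same tables, per the file headers, hold a log2 ratio per feature, of which only the sign was used because its values are extreme for features close to 0. The table for XCT::SpXAP5 is coded as xct-1 over the transgenic line, so its signs were turned round. Coordinates are those of the authors' tables, written from 1, and their build is not named. Gene symbols were taken from a RefSeq gene table of assembly TAIR10.1, in which 31527 of the 32209 identifiers of single genes were found. The table was used for names only. No genome sequence was used, so splice-site sequences were not examined here.

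Depth was the sum of the gene counts, which ran from 459150 to 1046273 reads per library. A count of 0 allows up to 3 reads at the 95% level, and intervals and limits of this kind cover counting error only. Loci of more than 1 gene held 1.433% of the reads and were left out of the named items. The count of a junction exceeded that of its gene in 4.293% of the junction values, by a median of 2 reads, and in those cases the reads of the gene outside the junction were set to 0. Exon bins never exceeded their gene. In the 2 most similar libraries of a genotype, replicates 2 and 3 of xct-1 XCT::SpXAP5, gene counts differed with a chi-square of 1.535 per degree of freedom, above the value of 1 that sampling alone gives, so each library was counted as a replicate.

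Junction usage was tested with edgeR 4.0.16 in R 4.3.3. Each library gave 2 counts per junction, the reads on the junction and the other reads of its gene. A quasi-likelihood model was fitted over all 18 libraries with a term per library and a usage term per genotype. Junctions with at least 20 reads on each side, summed over the libraries, were tested. The log2 usage change is therefore a log2 odds ratio, and its standard error was taken as the change divided by the square root of the test's F statistic. Usage is also given as a percent of the gene's reads, as the mean and SD of 3 libraries. Exon bins were tested in the same way as a separate family. Gene counts were tested with edgeR's quasi-likelihood test after TMM scaling and its default filter on low counts. CPM values use the TMM-scaled library sizes. In each family p-values were adjusted by the Benjamini-Hochberg method per contrast, and a feature is called changed when its adjusted p is under 0.05. The share of junction reads on unannotated junctions was compared with a two-sided exact permutation test, which cannot go below 0.1 for 3 against 3 libraries.

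For the transgenic lines, a junction called in the mutant was counted as nearer to Col-0 when its log2 distance from Col-0 in the line was smaller than its distance from the mutant. Values for a complete return and for no return came from 20 simulated data sets with the real depths and the common dispersion of the junction model. Each junction was drawn independently, so a trend shared by the junctions of a library is absent and the simulated ranges can be too narrow. The same simulations gave the agreement between 2 contrasts that share the Col-0 libraries when the second group is unchanged. Unannotated junctions that share exactly 1 splice site with annotated junctions of their gene were classed by the site that differs, 5′ or 3′, and by its distance from the nearest annotated site, and classes were compared with Fisher's exact test. Sets of clock genes were tested for expression and, with Simes' combination of the junction p-values of a gene, for splicing. Tests were run on simulated data with known answers. For xct-2 against Col-0, the junction model recovered 50 of 188 junctions changed 4-fold or 8-fold in odds, among 48528 tested, with 1 false call. The gene model recovered 143 of 194 changed genes among 10207, with 3 false calls. Relations across libraries used 100000 permutations. Python 3.11.15 with scipy 1.17.1 was used for these steps.

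The genes and junctions named were fixed by a rule. XCT and PRL1 come first. For each of the 5 contrasts for which the authors deposited a table, the 3 called junctions with the largest change follow, provided that the libraries of the groups do not overlap, that each library has at least 10 gene reads, that mean usage reaches 10% in 1 group, and that each gene is taken at most once. Likewise, the 2 genes with the largest rise and the 2 with the largest fall are named if called, if libraries do not overlap and if the mean reaches 20 CPM in 1 group. A list of 20 clock genes was fixed too, and members past the threshold adjusted over the list alone are named. These choices, the tests and the alternatives were, except where stated below, made before the data were examined.

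Replicate numbers are shared between genotypes in the labels. Whether same-numbered libraries deviate together from their group means was checked on 11639 junctions. For xct-2 and xct-1 the correlations were 0.12, 0.60 and 0.55 for replicates 1, 2 and 3, so the numbers pair these libraries by the rule that each correlation exceeds 0.1. For the other contrasts at least 1 correlation was lower. Alternatives were a replicate block, fits of only the 6 libraries of a contrast, other count minimums, an offset by the gene count, diffSpliceDGE of edgeR, DESeq2 1.42.0, a local denominator made of the junctions that share a site, RLE scaling, no filter on genes, a minimum effect, and leaving out each library. Models with the number of junction reads per gene read as a covariate, and a filter that drops junctions whose count exceeds that of the gene in any library, were added after the data were seen. So were 3 contrasts of the same junction model, namely the effect of XCT::XCT on xct-2 minus that of XCT::SpXAP5 on xct-1, prl1-2 against xct-2, and xct-1 XCT::SpXAP5 against Col-0.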

Results

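The series measured how transcripts are spliced in Arabidopsis seedlings with changes in XCT or in PRL1. The series title also names the circadian clock, but all seedlings were pooled over 24 h, so the comparisons concern mean levels. Each of the 6 genotypes was represented by 3 libraries. Mean depth was 822897 gene reads per library in Col-0, 863217 in xct-1, 879745 in xct-2, 986099 in xct-2 XCT::XCT, 629298 in prl1-2 and 866179 in xct-1 XCT::SpXAP5. The shallowest library was prl1-2 replicate 1 with 459150 reads, and the deepest was xct-2 XCT::XCT replicate 3 with 1046273. Libraries of the same genotype differed in the number of junction reads per gene read, which ran from 7.05 in xct-1 replicate 2 to 11.5 in Col-0 replicate 3. Over the 10810 genes tested, the first principal component held 52.9% of the variance between libraries and correlated with this number across the libraries with an absolute r of 0.99.

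The counts of the targeted genes were examined first. XCT (AT2G21150, chromosome 2) had 8, 16 and 2 reads in the Col-0 libraries, 11, 68 and 10 in xct-1, and 4, 8 and 4 in xct-2. In xct-2, exon bins 1 to 3, which span 9065338 to 9066048 in the authors' coordinates, had 0 reads, which allows up to 3 reads. In Col-0 the same bins had 25, 25 and 26 reads. A long read counts in each bin it covers, so the contrast rests on at most the 26 reads of the gene in Col-0. Exon bin 4 of the gene had 16 reads in xct-2 and 26 in Col-0. The total count of XCT therefore does not check the xct-2 genotype, whereas the first bins do. In xct-2 XCT::XCT the gene had 654, 284 and 334 reads, or 429.9 ± 134 CPM (SD, n = 3) against 9.83 ± 7.98 CPM in Col-0, a log2 fold change of 5.39 (SE 0.657, adjusted p 0.00139, edgeR's quasi-likelihood test), higher in 3 of 3 libraries. PRL1 (AT4G15900) had 0 reads in each prl1-2 library and 33, 26 and 10 reads in Col-0. With a floor of 3 counts over the group, PRL1 was at least 19.4-fold lower in prl1-2 (adjusted p 0.00143, edgeR). The counts hold no feature for the SpXAP5 sequence, so expression of that transgene was not measured here.

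To ask which splicing events differ in the xct mutants, usage was tested for 50590 junctions in 8509 genes, of which 46888 were annotated and 3702 unannotated. In xct-2 against Col-0, 1264 junctions in 726 genes were called (adjusted p under 0.05, edgeR's quasi-likelihood test). Among annotated junctions 727 were used less and 42 more, whereas among unannotated junctions 473 were used more and 22 less. The called share was 13.4% of unannotated and 1.64% of annotated junctions. Over the alternatives the count ran from 335 with diffSpliceDGE, which compares a junction with the other features of its gene and whose calls were all among the 1264, to 2223 with a replicate block and the number of junctions per read as a covariate. Rises and falls in xct-2 were 515 and 749 in the main model. More rises than falls were called with an offset by the gene count (539 and 242) and diffSpliceDGE (328 and 7). A local denominator (791 and 762) and fits of 6 libraries (431 and 359) also gave more rises. With the local denominator, junctions that compete for a site are each other's denominator, so near-equal numbers are built in. Falls led with DESeq2 (443 and 496), a replicate block, other count minimums, the covariate and the filter. Annotated junctions used less were 215 with the offset and 5 with diffSpliceDGE. In xct-1 against Col-0, 539 junctions in 344 genes were called. Among unannotated junctions 355 were used more and 5 less, and among annotated junctions 167 were used less and 12 more.

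**Figure D1:**
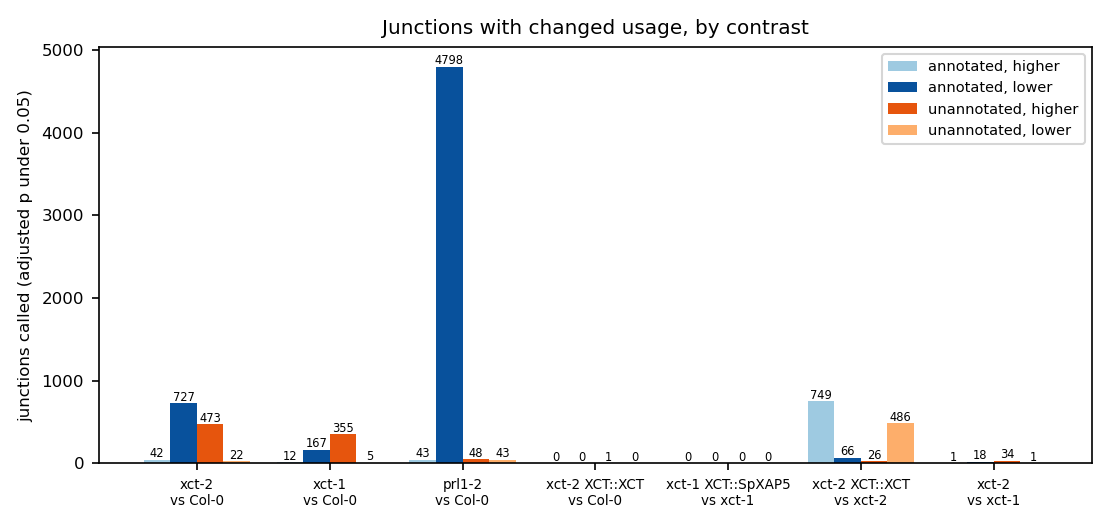
Number of junctions called per contrast (y axis, adjusted p under 0.05) for annotated and unannotated junctions used more or less in the first genotype named. Each bar is a count from 1 fit of 18 libraries and carries its value. Calls in xct-2 and xct-1 hold many unannotated junctions used more (473 and 355), and calls in prl1-2 are mostly annotated junctions used less (4798).

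The same 3 junctions led both lists. In ABCB26 (AT1G70610, chromosome 1, plus strand), an unannotated intron from 26623857 to 26624028 ends 19 bases downstream of the annotated 3′ splice site of the intron from 26623857 to 26624009. It took 72.2% ± 6.24 of gene reads in xct-2, 48.4% ± 9.21 in xct-1 and 0 of 476 gene reads in Col-0 (SD, n = 3), so that pooled usage was at least 116-fold higher in xct-2 and at least 75.3-fold higher in xct-1, with a floor of 3 reads over the group. The adjusted p was 1.46e-09 in xct-2 and 5.53e-08 in xct-1 (edgeR). In AT4G38350 (chromosome 4, minus strand), the unannotated intron from 17962558 to 17962976 uses a 3′ site 68 bases downstream of the annotated one. Its usage was 47.2% ± 1.68 in xct-2, 29.0% ± 2.84 in xct-1 and 0 of 1268 gene reads in Col-0, at least 201-fold and 120-fold higher, with adjusted p of 4.16e-10 and 1.13e-08 (edgeR). In UBP13 (AT3G11910, chromosome 3, minus strand), the unannotated intron from 3768304 to 3768410 uses a 3′ site 30 bases downstream of the annotated site. Its usage was 61.7% ± 2.64 in xct-2, 37.5% ± 2.34 in xct-1 and 0 of 668 gene reads in Col-0, at least 139-fold and 83.4-fold higher, with adjusted p of 3.91e-09 and 1.58e-07 (edgeR). All 3 junctions were higher in 3 of 3 libraries of both mutants. Fitted log2 changes against a group at 0 depend on the prior count and are not given.

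Unannotated junctions that share 1 annotated site were then classed by the site that differs. In xct-2 against Col-0, 475 of 480 called junctions (98.96%) differed at the 3′ site, against 1405 of 2596 junctions not called (54.1%; Fisher's exact test, two-sided, p 3.16e-104). In xct-1, 353 of 353 called junctions differed at the 3′ site, against 56.1% of those not called (p 3.16e-82, Fisher's exact test). Junctions of a gene are not independent, and with 1 junction per gene the shares were 99.5% against 61.2% in xct-2 (p 5.64e-62) and 100% against 62.6% in xct-1 (p 9.19e-52). The share within 10 bases of the annotated site was lower among called junctions, at 16.7% against 55.9% in xct-2 and 7.37% against 55.3% in xct-1 (p 2.58e-60 and 2.44e-74, Fisher's exact test). In prl1-2, 70.4% of 71 called junctions differed at the 3′ site against 60.9% of the others (p 0.111, Fisher's exact test), and 36.6% lay within 10 bases against 50.1% (p 0.0301), a difference that did not pass 0.05 with a replicate block (p 0.0508), nor without any single library of Col-0 or prl1-2. Of the 460 junctions at a changed 3′ site that were used more in xct-2, 452 lay downstream of the annotated site. The median signed distance over the 460 was 17 bases (quartiles 12 and 25, positive is downstream). Of the 350 used more in xct-1, 345 lay downstream, and the median over the 350 was 19 bases. Junctions not called in xct-2 lay downstream in 58.4% of cases. Their median signed distance, upstream ones included, was 3 bases (quartiles -10 and 10).

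**Figure D2:**
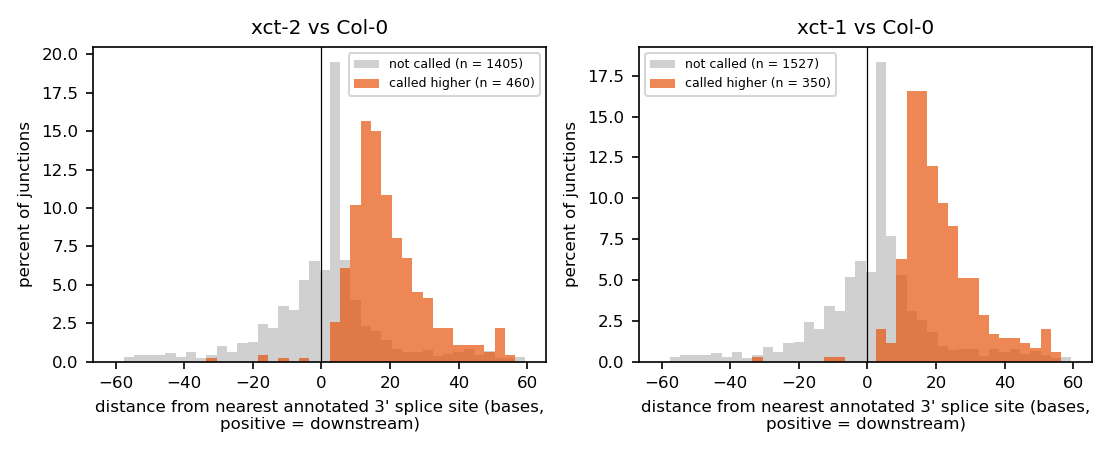
Distance in bases (x axis, positive is downstream) between the 3′ splice site of an unannotated junction and the nearest annotated 3′ site of introns with the same 5′ site, as the percent of junctions (y axis) per bin of 3 bases. Orange bars are junctions called as used more, grey bars those not called, and junctions beyond the plotted range count in n but have no bar. Called junctions lie downstream, at a median of 17 bases in xct-2 and 19 in xct-1.

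Whether the 2 xct alleles change the same junctions was asked next. Of the 1264 junctions called in xct-2, 527 were also called in xct-1, all in the same direction, and 99.6% had the same sign in xct-1. Because both contrasts use the same Col-0 libraries, an unchanged group shares signs too, and in 20 simulations it gave a mean of 57.2% and at most 59.96%. With different Col-0 libraries for the 2 contrasts the share was 97.1%. The correlation of log2 changes across junctions, which are not independent replicates, was 0.73 against 0.42 for a simulated unchanged group. Tested directly, 54 junctions in 35 genes differed between xct-2 and xct-1 (edgeR), and 53 of them had the larger change in xct-2. XCT itself, named here after its values were seen, held 4 of the 54. The count rested on single libraries and fell to 12 without xct-1 replicate 1, to 16 without xct-2 replicate 3, to 18 without xct-2 replicate 1, to 19 without xct-1 replicate 3 and to 25 without xct-2 replicate 2.

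In prl1-2 against Col-0, the comparison that sets the xct mutants beside a mutant of another gene, 4932 junctions in 2472 genes were called (edgeR). Annotated junctions made up most of them, with 4798 used less and 43 used more, while 48 unannotated junctions were used more and 43 less. Over the annotated junctions used less, median usage was 98.4% in Col-0 and 89.0% in prl1-2. The size of this count depended on the model. DESeq2 called 1388, of which 1371 were used less, and an offset by the gene count 125, of which 98 were used less. A local denominator called 239 of 8040 tested, with 119 used more and 120 less. Junctions that compete for a site are each other's denominator there, so near-equal rises and falls are built in. Only 360 of the 4932 could be tested there, so this balance does not decide on the excess of falls. No junction was called by diffSpliceDGE (0), with which a fall shared by the introns of a gene cancels. The count of the main model fell to 1839 without Col-0 replicate 1, to 1938 without prl1-2 replicate 3 and to 2631 without prl1-2 replicate 1. In SEC10 (AT5G12370, chromosome 5), usage of the intron from 4005204 to 4005271 was 87.1% ± 4.88 in prl1-2 and 100% in each Col-0 library (SD, n = 3; log2 odds change -8.74, SE 0.896, adjusted p 0.000157, edgeR). In AT5G14210 (chromosome 5), the intron from 4579693 to 4579776 was at 87.7% ± 1.95 in prl1-2 and 100% in Col-0 (log2 odds change -8.02, SE 0.929, adjusted p 0.000215, edgeR). In HUA2 (AT5G23150, chromosome 5), the intron from 7790239 to 7790369 was at 84.5% ± 2.41 in prl1-2 and 100% in Col-0 (log2 odds change -7.94, SE 1.42, adjusted p 0.00397, edgeR). Each was lower in 3 of 3 libraries. In Col-0 these 3 junctions had more reads than their gene, so usage of 100% is a ceiling and the size of the log2 change depends on it. None of the 3 passed 0.05 with an offset by the gene count or with diffSpliceDGE.

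Of the junctions called in xct-2, 174 were also called in prl1-2, against 123.2 for independent lists, and 172 of the 174 had the same sign. By type, 165 annotated junctions were called in both, against 79.4 for independent lists, and 9 unannotated ones, against 12.2. The shared Col-0 libraries and the greater power in genes with many reads raise such overlaps too, and this expectation ignores both. The overall count was 52 without Col-0 replicate 1 (33.1 for independent lists), 77 and 98 without prl1-2 replicates 3 and 1 (46.7 and 63.4), and 103 and 114 without xct-2 replicates 1 and 2 (88.0 and 106). The change in prl1-2 had the same sign for 75.2% of the xct-2 junctions, above the highest value of 59.96% in simulations of an unchanged group. The same-sign share was 86.5% for annotated and 57.6% for unannotated junctions. Most annotated junctions were used less in prl1-2, at 83.7% of the 43014 not called in xct-2 with a usage of at least 50% in Col-0, and 94.5% of annotated calls in xct-2 were falls. These 2 shares alone would give 80.1% with the same sign, and the same calculation over unannotated junctions gives 44.1%. These comparisons by type were added after the data were seen. The correlation of log2 changes across junctions was 0.415, below the range of 0.418 to 0.434 in the simulations of an unchanged group. The simulated group had the depths of xct-2 XCT::XCT, the deepest group, whereas prl1-2 was the shallowest. It also had no changes of its own, which prl1-2 has. Both differences can lower the correlation in prl1-2, so this comparison does not decide on sharing. With different Col-0 libraries for the 2 contrasts the same-sign share was 62.2% and the correlation -0.01. Tested directly, 5002 junctions differed between prl1-2 and xct-2 (edgeR), 4408 of them lower in prl1-2.

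The transgenic lines show whether a transgene returns splicing to the wild-type state. Between xct-2 XCT::XCT and Col-0 edgeR called 1 junction (1881 at an unadjusted p under 0.05), and DESeq2 called 2. Against xct-2, the line had 1327 called junctions, with 749 annotated junctions used more and 486 unannotated junctions used less. Rises and falls were 775 and 552 in the main model. Falls led with an offset by the gene count (272 and 582), diffSpliceDGE (6 and 327) and a local denominator (800 and 819). Near-equal numbers are built into the local denominator. Rises led with DESeq2 (547 and 479), a replicate block, other count minimums, the covariate, the filter and fits of 6 libraries. Of the 1264 junctions called in xct-2, 1172 (92.7%, 95% Wilson interval 91.2 to 94.0) lay nearer to Col-0 in the line. The simulations gave a mean of 97.3% and a lowest value of 96.5% for a complete return, so the share lay below each of the 20, and a mean of 1.75% for no return. Without single libraries the share was 81.8 to 94.9%, lowest without Col-0 replicate 3. It was 97.4% at an adjusted p under 0.01 and 97.2% on the percent scale. Both values lie above 96.5%, so the shortfall from a complete return depended on the setting. No simulated values are given for these settings. Between xct-1 XCT::SpXAP5 and xct-1 edgeR called 0 junctions (2280 at an unadjusted p under 0.05), and DESeq2 and diffSpliceDGE called 0. Of the 539 junctions called in xct-1, 1 (0.186%, interval 0.0328 to 1.04) lay nearer to Col-0 in this line, where the simulations gave 97.3% for a complete return and 1.59% for none. Against Col-0, the line had 566 called junctions, 389 used more and 177 less. Over the 473 unannotated junctions used more in xct-2, pooled usage was 0.403% ± 0.00211 in Col-0, 6.68% ± 0.473 in xct-2, 0.463% ± 0.0346 in xct-2 XCT::XCT, 3.18% ± 0.228 in xct-1, 3.12% ± 0.0986 in xct-1 XCT::SpXAP5 and 0.531% ± 0.0245 in prl1-2 (SD, n = 3). The junctions were chosen on the Col-0 and xct-2 libraries, so those 2 values are biased apart.

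**Figure D3:**
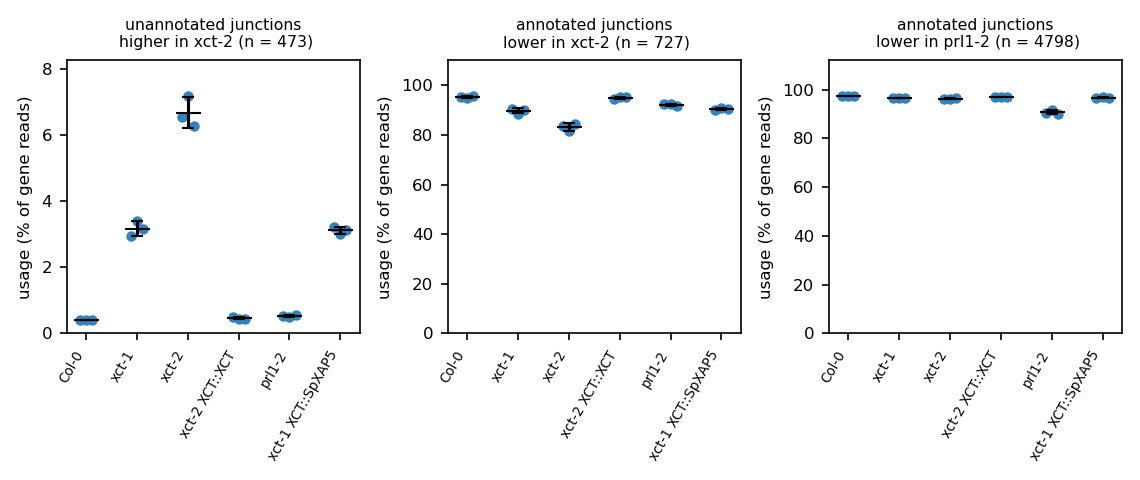
Pooled usage (y axis, percent of gene reads) over 3 sets of called junctions in the 6 genotypes (x axis). Points are libraries, and the bar and whiskers are the mean and SD of 3 libraries. In the first panel xct-2 lies at 6.68%, both xct-1 and xct-1 XCT::SpXAP5 near 3%, and the other genotypes below 1%.

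Exon bins were tested as a separate family of 31056. In xct-2 against Col-0, 14 bins were called (edgeR), 12 used less and 2 more, and in prl1-2 31 bins were called, 30 of them used more. Both counts were 0 in fits of only the 6 libraries of the contrast. The count in xct-2 was 0 without Col-0 replicate 1, 6 without Col-0 replicate 2, and 3, 6 and 5 without xct-2 replicates 1, 2 and 3. The count in prl1-2 was 5 without Col-0 replicate 2 and 0 without any other library of the 2 groups. No bin was called by edgeR in xct-1, in xct-2 XCT::XCT or in xct-1 XCT::SpXAP5 against xct-1, where 723, 626 and 1434 bins had an unadjusted p under 0.05.

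At the level of genes, 6 of 10810 were called in xct-2 against Col-0 (2 higher, 4 lower, edgeR), 0 in xct-1, 26 in prl1-2 (15 higher, 11 lower), 2 in xct-2 XCT::XCT, 0 between xct-1 XCT::SpXAP5 and xct-1, and 4 between xct-2 XCT::XCT and xct-2. In the 2 contrasts with 0 calls, 154 and 915 genes had an unadjusted p under 0.05, and DESeq2 called 0 in both. A block with the number of junctions per read as a covariate gave the highest counts in xct-2 and prl1-2, with 790 and 946 genes. In xct-2, AT1G52100 rose by a log2 fold change of 3.40 (SE 0.589, adjusted p 0.0427, edgeR; 85.9 ± 86.5 CPM against 7.88 ± 2.47), and CRK30 (AT4G11460) by 2.67 (SE 0.448, adjusted p 0.0372; 26.0 ± 3.00 CPM against 4.00 ± 1.45). ASN1 (AT3G47340) changed by -4.31 (SE 0.655, adjusted p 0.0317, edgeR; 3.98 ± 2.78 CPM against 87.4 ± 39.7). AT4G13575 had 1 read in xct-2 and 293 in Col-0, a ratio of 316 with a 95% exact counting interval of 56.2 to 12500 (adjusted p 0.0372, edgeR), and it had 2 reads in prl1-2 (ratio 124, interval 34.0 to 1030, adjusted p 0.0192). Its Col-0 libraries spread widely, at 144.3 ± 177 CPM. In prl1-2, AT1G62420 had 87 reads against 0 in Col-0, at least 34.3-fold higher (adjusted p 0.0129, edgeR), and AT4G36700 had 160 reads against 1 (ratio 189, interval 33.5 to 7520, adjusted p 0.00143). In xct-2 XCT::XCT, AT2G30020 rose beside XCT, by 3.24 (SE 0.476, adjusted p 0.00979, edgeR; 103.3 ± 44.6 CPM against 11.0 ± 2.13). Each gene was separated in all 3 libraries of both groups, which chance gives for 10% of genes. The count in xct-2 was 0 without Col-0 replicate 1 or xct-2 replicate 2, 2 without Col-0 replicate 2 and 1 without xct-2 replicate 1 or 3. The calls of AT1G52100, CRK30, ASN1, AT4G13575, AT1G62420 and AT2G30020 were lost without some single libraries, with adjusted p up to 0.334.

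The share of junction reads on unannotated junctions was 0.952% ± 0.187 in Col-0, 1.08% ± 0.256 in xct-1, 1.21% ± 0.222 in xct-2, 1.03% ± 0.0894 in xct-2 XCT::XCT, 0.999% ± 0.134 in prl1-2 and 1.22% ± 0.0458 in xct-1 XCT::SpXAP5 (SD, n = 3). The exact permutation p was 0.2 for xct-2, 0.5 for xct-1, 0.9 for prl1-2, 0.6 for xct-2 XCT::XCT and 0.7 for xct-1 XCT::SpXAP5 against xct-1. A design of 3 against 3 cannot go below 0.1, so these tests could not pass 0.05. As a mean over 3462 genes the spread was smaller, at 1.457% ± 0.00771 in xct-2, 1.389% ± 0.0114 in xct-1 and 1.301% ± 0.00981 in Col-0. On this scale the exact permutation p was 0.1, the smallest it can be, for xct-2, for xct-1 and for xct-1 XCT::SpXAP5 against xct-1 (1.401% ± 0.00635), 0.4 for prl1-2 (1.313% ± 0.0224) and 1.0 for xct-2 XCT::XCT (1.301% ± 0.0154). Across the 18 libraries the share rose with the number of junction reads per gene read (Pearson's r 0.865, permutation p 1e-05, the smallest they can give; Spearman's rho 0.818, permutation p 0.0001). Without the 2 libraries farthest from the median r was 0.852, and for deviations from the genotype means it was 0.985. Only this relation across libraries was tested with a p-value.

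**Figure D4:**
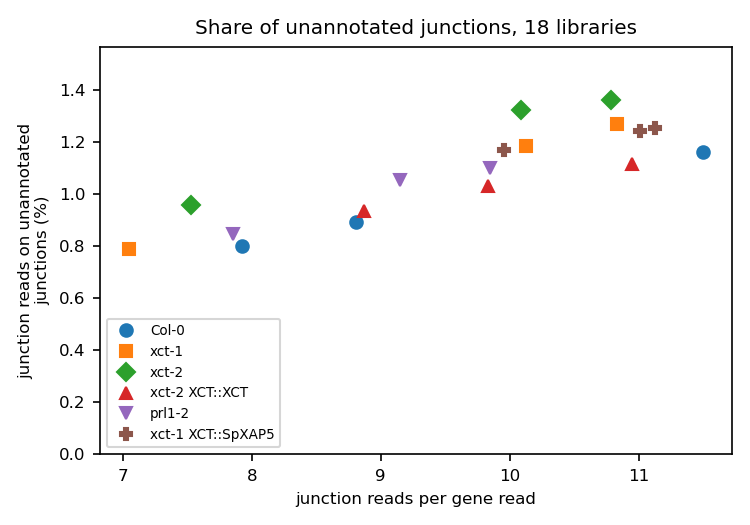
Percent of junction reads on unannotated junctions (y axis) against junction reads per gene read (x axis) in 18 libraries, 1 point per library and 1 symbol per genotype. Within each genotype the share follows the number of junctions per read, from 0.789% to 1.36% over all libraries.

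The list of 20 clock genes was tested because the series title names the clock. For expression, 18 genes could be tested, and 0 were called in each of the 5 contrasts by edgeR, both over all genes and adjusted over the list alone, with 2, 1, 1, 1 and 2 genes at an unadjusted p under 0.05 and 0 calls by DESeq2. For splicing, 4 of 18 genes were called in xct-2, 4 in xct-1 and 3 in prl1-2, the same numbers over all genes tested and adjusted over the list alone, and 0 in the other contrasts. In LHY (AT1G01060, chromosome 1) the unannotated intron from 37346 to 37568, with a 3′ site 53 bases downstream of the annotated one, was at 37.1% ± 5.34 in xct-2, 6.28% ± 0.131 in xct-1 and 0 of 473 gene reads in Col-0 (SD, n = 3; at least 58.4-fold and 9.95-fold higher, adjusted p 1.03e-07 and 0.000437, edgeR). In TOC1 (AT5G61380, chromosome 5) the unannotated intron from 24676740 to 24676884, 61 bases downstream, was at 18.6% ± 3.31 in xct-2, 15.0% ± 3.24 in xct-1 and 0.273% ± 0.473 in Col-0 (adjusted p 1.91e-05 and 0.000179, edgeR). In LNK2 (AT3G54500, chromosome 3) the unannotated intron from 20178782 to 20178940, 23 bases downstream, was at 44.9% ± 12.4 in xct-2, 32.2% ± 9.56 in xct-1 and 0.300% ± 0.520 in Col-0 (adjusted p 1.19e-07 and 2.46e-06, edgeR). CCA1 (AT2G46830) was called in xct-2 through an annotated intron at 82.7% ± 2.98 against 96.9% ± 0.960, and PRR7 (AT5G02810) in xct-1 through one at 82.5% ± 5.35 against 58.7% ± 1.25 (adjusted p 0.0013 and 0.00851, edgeR). In prl1-2 the leading introns of TOC1, PRR5 (AT5G24470) and RVE1 (AT5G17300) were annotated and used less, at 69.1% ± 4.01 against 86.9% ± 3.21, 61.8% ± 5.90 against 95.1% ± 2.12 and 57.1% ± 9.19 against 97.2% ± 2.78 (adjusted p 0.0174, 0.0170 and 0.00402, edgeR).

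Calls at an adjusted p under 0.05 were also counted in the authors' deposited tables. For xct-2 the authors' deposited table held 910 annotated and 506 unannotated junctions and 72 exon bins, and 1163 of the 1264 junctions called here were among its junctions, all with the same sign. For xct-1 the authors' deposited table held 225 annotated and 323 unannotated junctions and 30 exon bins, and 464 of the 539 junctions were shared. For prl1-2 the authors' deposited table held 5681 annotated and 49 unannotated junctions and 127 exon bins, and 4145 of the 4932 junctions were shared. For xct-2 XCT::XCT the authors' deposited table held 12 annotated and 4 unannotated junctions and 7 exon bins, against 1 junction called here, and for xct-1 XCT::SpXAP5 against xct-1 the authors' deposited table held 0 junctions and 3 exon bins. The exon bins called here were fewer, at 14, 0, 31, 0 and 0 in the same order. These tables were made from the same libraries, so the overlap is no independent evidence.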

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

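The tests of junctions per read as a covariate, of read depth, of the direct difference between prl1-2 and xct-2 and of the difference between the effects of the 2 transgenes were chosen after the results were seen. The covariate is computed from the same counts. It raised the number of junctions called in xct-2, xct-1 and prl1-2 against Col-0, while between xct-1 XCT::SpXAP5 and xct-1 edgeR called 0 with and without it, with 1979 and 2280 at an unadjusted p under 0.05 (DESeq2 and diffSpliceDGE called 0). The cause was not tested.

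The effect of XCT::XCT on xct-2 differed from that of XCT::SpXAP5 on xct-1 at 707 junctions in 423 genes (edgeR, a test of the difference itself), 291 with a higher and 416 with a lower usage change. A difference in read length between libraries was tested by adding junctions per read to the model, and 706 of the 707 were kept among 1043 calls, so this trend is not the whole cause. The 2 lines have different mutant backgrounds, and over the 355 unannotated junctions called higher in xct-1 usage was 7.088% ± 0.479 in xct-2 and 3.40% ± 0.284 in xct-1 (SD, n = 3). Over the 527 junctions called in both mutants, XCT::XCT lay nearer to Col-0 for 96.6% and XCT::SpXAP5 for 0.0% (0 of 527, which allows up to 0.569%), so the size of the defect does not account for the difference. Expression of SpXAP5 was not measured here. A transgene that is not expressed and a protein that cannot replace XCT in Arabidopsis both stay open.

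The effects of xct-2 and xct-1 differed at 54 junctions, the number called in the direct contrast, which equals the difference of their contrasts with Col-0. Of these, 53 had the larger change in xct-2. With junctions per read in the model 54 of the 54 were kept, which argues against read length as the whole cause. In fits of these 6 libraries alone, 2 of the 10 splits of the 6 libraries into 3 and 3 gave as many junctions, so chance cannot be excluded by this count, which never goes below 1 in 10. Over the 355 junctions above, whose choice favours xct-1, the xct-2 libraries lay at 6.703 to 7.624% and the xct-1 libraries at 3.136 to 3.701%, higher in xct-2 in 3 of 3 same-numbered pairs. Groups of 3 and 3 that do not overlap arise by chance in 10% of cases. The real split gave 8 there, and the split of xct-2 replicates 1 and 3 with xct-1 replicate 3 gave 528. The split that orders the libraries by junctions per read, with xct-2 replicates 1 and 2 and xct-1 replicate 2 on the low side, gave 1. The split with 528 differs from this one only by exchanging xct-2 replicate 1 and xct-1 replicate 1, at 10.09 and 10.12 junctions per read. The 1 call therefore does not argue against junctions per read as a source of the 528. The numbers pair the libraries of these mutants. Among the 4 splits that part all 3 pairs the real one gave 8 junctions and the other 3 gave 0 (edgeR), whereas the split with 528 leaves 2 pairs together. With the replicate block, the count over all libraries was 52. The count was 12 without xct-1 replicate 1, 16 and 18 without xct-2 replicates 3 and 1, 19 without xct-1 replicate 3 and 25 without xct-2 replicate 2. A stronger allele in xct-2 stays an open explanation.

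The effects of prl1-2 and xct-2 differed at 5002 junctions (edgeR), 4408 of them lower in prl1-2. Lower read depth in prl1-2 would give fewer calls there. In the main model 4932 junctions were called against Col-0, more than the 1264 of xct-2. The order reversed with an offset by the gene count (125 against 781), a local denominator (239 against 1553) and diffSpliceDGE (0 against 335). DESeq2 (1388 against 939) and the other models run kept it. With diffSpliceDGE a fall shared by the introns of a gene cancels, and the local denominator could test only 360 of the 4932. With the offset a modest fall from usage near the ceiling is a small ratio. The reversal therefore does not decide on falls shared by many introns. Counts of calls also do not test the sign of a change, so they do not decide on depth as a cause of the direction. Of the 4798 annotated junctions lower in prl1-2, 4789 were kept with junctions per read in the model. If reads in prl1-2 were truncated at the 5′ end, called junctions would lie near that end, but their median position was 54.5% of the gene from the 5′ end against 45.5% for junctions not called. Unspliced reads from genomic DNA or whole pre-mRNA remain open. The other tested annotated junctions of the same genes changed by a median of -2.18 points, against -8.8 for those called, and 85.9% of other used junctions fell. That comparison does not decide, since those junctions were chosen as not called. Less complete splicing of many introns in prl1-2 is the biological explanation that stays open. The size of the count depended on the model. It was 1388 by DESeq2, 239 with a local denominator, 125 with an offset and 0 by diffSpliceDGE. With the local denominator 119 junctions were used more and 120 less. This balance is built in, because junctions that compete for a site are each other's denominator there.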

How the results depend on the processing

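The models with junctions per read as a covariate, and the filter on junctions above their gene count, were chosen after the results were seen. Where no cause is given below, the cause was not tested.

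Junction counts in the order xct-2, xct-1, prl1-2 and xct-2 XCT::XCT against Col-0, xct-1 XCT::SpXAP5 against xct-1, xct-2 XCT::XCT against xct-2 and xct-2 against xct-1 were 1264, 539, 4932, 1, 0, 1327 and 54. With a replicate block they were 1251, 517, 4892, 3, 0, 1340 and 52, although the pairing rule held only for the last contrast. An offset by the gene count gave 781 in xct-2, 125 in prl1-2, 4 in xct-2 XCT::XCT, 1 in XCT::SpXAP5, 854 for XCT::XCT against xct-2 and 156 between the alleles. diffSpliceDGE gave 335, 217, 0, 0, 333 for XCT::XCT against xct-2 and 1 between the alleles. DESeq2 gave 1388 in prl1-2, 2 in XCT::XCT and 27 between the alleles. A local denominator, which tests fewer junctions, gave 1101 in xct-1, 239 in prl1-2, 17 in XCT::XCT, 2 in XCT::SpXAP5 and 597 between the alleles. A minimum of 1 read, which tests more junctions, gave 92 in XCT::XCT, 157 in XCT::SpXAP5 and 91 between the alleles. The covariate gave 2095 in xct-2, 8406 in prl1-2, 24 in XCT::XCT and 288 between the alleles, and with the block 2223, 7876, 52 and 331, and 2002 for XCT::XCT against xct-2. Fits of only the 6 libraries gave 790, 287, 2880, 0 in XCT::XCT and 8 between the alleles, with fewer libraries to estimate the spread. Annotated junctions alone, a smaller family, gave 624, 122, 0 in XCT::XCT, 693 for XCT::XCT against xct-2 and 11 between the alleles.

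Leaving out 1 library at a time gave 910 to 1158 junctions in xct-2, 397 to 488 in xct-1, 1839 to 3985 in prl1-2, 0 to 11 in XCT::XCT, 0 to 0 in XCT::SpXAP5, 998 to 1110 for XCT::XCT against xct-2 and 12 to 45 between the alleles. In prl1-2 the count was 1839 without Col-0 replicate 1, 1938 without prl1-2 replicate 3 and 2631 without prl1-2 replicate 1. In XCT::XCT it was 11 without Col-0 replicate 3, 2 without Col-0 replicate 2 and 0 without XCT::XCT replicate 1 or 2. Between the alleles it was 12 and 19 without xct-1 replicates 1 and 3, and 18, 25 and 16 without xct-2 replicates 1, 2 and 3.

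Exon bins, 14 in xct-2 and 31 in prl1-2, were 0 and 0 in fits of 6 libraries, and a minimum of 50 reads gave 51 in prl1-2. Without single libraries they were 0 to 10 in xct-2 and 0 to 5 in prl1-2. The count in xct-2 was 0 and 6 without Col-0 replicates 1 and 2 and 3, 6 and 5 without xct-2 replicates 1, 2 and 3. The count in prl1-2 was 5 without Col-0 replicate 2 and 0 without each of the others. The other 3 contrasts stayed at 0 in these settings (edgeR, with 723, 626 and 1434 bins at an unadjusted p under 0.05).

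Gene counts of 6 in xct-2, 0 in xct-1, 26 in prl1-2, 2 in XCT::XCT, 0 in XCT::SpXAP5 and 4 for XCT::XCT against xct-2 (edgeR, with 154 and 915 genes at an unadjusted p under 0.05 where the count was 0) became 17, 0, 40, 11, 0 and 19 with DESeq2. No filter, which tests more genes, gave 27 in xct-2, 1 in xct-1, 22 in XCT::XCT, 5 in XCT::SpXAP5 and 20 for XCT::XCT against xct-2. The covariate gave 467, 9, 704, 74, 1 and 507, and with the block 790, 36, 946, 117, 3 and 866. The block alone gave 8 for XCT::XCT against xct-2. Fits of 6 libraries gave 0 in xct-2, 9 in prl1-2, 1 in XCT::XCT and 2 for XCT::XCT against xct-2. Without single libraries the counts were 0 to 9 in xct-2, 9 to 18 in prl1-2, 1 to 4 in XCT::XCT, 1 to 4 for XCT::XCT against xct-2 and 0 to 0 in the other 2. In xct-2 the count was 0 and 2 without Col-0 replicates 1 and 2 and 1, 0 and 1 without xct-2 replicates 1, 2 and 3. In prl1-2 it was 9 and 14 without Col-0 replicates 1 and 2 and 10, 12 and 9 without prl1-2 replicates 1, 2 and 3. In XCT::XCT it was 1 without Col-0 replicate 1 or 2 or XCT::XCT replicate 1 or 3, and 4 without XCT::XCT replicate 2. Against xct-2 it was 1 without xct-2 replicate 2 or XCT::XCT replicate 1, and 2 without xct-2 replicate 3 or XCT::XCT replicate 3.

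The share of junctions nearer to Col-0, 92.7% for XCT::XCT, was 97.4% at an adjusted p under 0.01, 97.2% on the percent scale and 81.8 to 94.9% without single libraries. For XCT::SpXAP5, at 0.186%, it was 0, 2.04% and 0 to 1.23%, with 0 without Col-0 replicate 1 and 1.23% without xct-1 replicate 2. With different Col-0 libraries the same-sign share was 62.2% for xct-2 and prl1-2 and 97.1% for xct-2 and xct-1. Without single libraries it was 71.1 to 76.0% and 98.8 to 99.8%. The junctions called in both xct-2 and prl1-2, 174 over all libraries, were 52 to 140 without single libraries, each above the number for independent lists (33.1 to 106).

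The difference in the share of unannotated reads was 0.187 to 0.390 points without single libraries in xct-2, 0.0347 to 0.274 in xct-1, 3.164e-05 to 0.180 in XCT::XCT, -0.0280 to 0.152 in prl1-2 and -0.00486 to 0.234 in XCT::SpXAP5. It reversed in prl1-2 without prl1-2 replicate 1 (-0.00229) and Col-0 replicate 2 (-0.0280), and in XCT::SpXAP5 without xct-1 replicate 2 (-0.00486).

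For xct-2 and xct-1, the splice-site classes kept their direction and their side of 0.05 in every alternative run, with 98.7 to 99.55% and 100 to 100% at the 3′ site, and 12.4 to 15.5% and 5.43 to 6.46% within 10 bases, without single libraries. In prl1-2 the share at the 3′ site was 60.0 to 77.8%, and it reversed without Col-0 replicate 3 (60.0%). The share within 10 bases was 46.2% at an adjusted p under 0.01 (p 1), 37.7% with the block (p 0.0508) and 29.6 to 46.2% without single libraries, none of which passed 0.05. For clock genes, the block gave 1 gene in expression for XCT::SpXAP5 in place of 0.

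The named junctions are 6, of which 3 are named in both xct-2 and xct-1, so that 9 calls were followed. The 3 calls in prl1-2 were lost with the offset and with diffSpliceDGE, and they had no value with the local denominator or with the filter on junctions above their gene count. All 9 calls were kept in the 54 fits without a library. Of the named genes, 5 lost it in fits of 6 libraries and 29 of 60 fits without a library lost it. One gene had no value in the fit of 6 libraries. At the real depths the junction model recovered 26.6% of the simulated changes and the gene model 73.7%, and recovery at other depths was not simulated. Depth sets what a count of 0 excludes. For ABCB26, 0 of 476 gene reads in Col-0 allows a usage of up to 0.63%.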

Other observations

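The tests of junctions per read as a covariate, of read depth in xct-2, of the usage of the xct-1 junctions in xct-2, of the XCT exon bins and of the share of unannotated junctions against junctions per read were chosen after the results were seen.

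The unannotated junctions used more in xct-2 and xct-1 were tested against technical explanations. With junctions per read in the model, 473 of 473 calls in xct-2 and 355 of 355 in xct-1 were kept, so read length is not the whole cause. Read depth does not order the groups. Over the 355 junctions chosen in xct-1, the lowest xct-2 library had a usage of 6.703% and the highest xct-2 XCT::XCT library 0.3645%, although the latter group was deeper (913495 to 1046273 against 855070 to 917839 reads). A catalogue of unannotated junctions made with the mutant libraries in it can change which junctions are listed, but each listed junction was counted in all libraries. Mean usage over the same 355 junctions was 7.088% in xct-2, with every xct-2 library above 2 times the highest xct-2 XCT::XCT library, which argues against the catalogue as the cause of the rise at these junctions. How far the catalogue adds to the excess of rises (473) over falls (22) cannot be told apart. Among 60 called junctions with at least 20 reads in Col-0, 38 were higher and 22 lower in xct-2, or 63.3% (binomial test, p 0.0519), but this minimum leaves out junctions near 0 in Col-0. Use of 3′ sites downstream of the annotated ones when XCT is impaired may explain the pattern. The window of 11 to 40 bases downstream, chosen after the data were seen, held 74.6% of the junctions at a changed 3′ site that were used more in xct-2, 82.6% in xct-1 and 11.0% of those not called in xct-2.

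The high XCT count in xct-2 XCT::XCT points to reads of the transgene counted on the gene, at least over exon bins 1 to 3. These bins had 0 reads in xct-2, so the mutant's own locus does not account for their reads in the line. The bins were 42.3 times as high in CPM in the line as in Col-0 (3659 against 76 bin reads), as the transgene would give. A long read counts in each bin it covers.

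Within genotypes, the share of unannotated junction reads followed junctions per read, with an r of 0.985 for deviations from genotype means and the same order in 6 of 6 genotypes. Read length of the library is a candidate explanation, but both numbers come from the same junction counts and no read lengths were analysed here.

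Splits of the 6 libraries of a contrast into 3 and 3 were counted in fits of those libraries alone, and 10 splits cannot exclude chance at 0.05. For junctions, 1 of 10 splits gave as many calls as the real one in xct-2, 2 in xct-1, 1 in prl1-2, 10 in xct-2 XCT::XCT, 10 between xct-1 XCT::SpXAP5 and xct-1 and 1 between xct-2 XCT::XCT and xct-2. For genes the numbers were 10, 10, 2, 2, 10 and 1 in the same order. For exon bins they were 10 in each of the 5 contrasts tested. Where the number is 10 the real split called 0, so every split counts and nothing is tested. Splits that order the libraries by junctions per read gave more genes and exon bins than the real split in xct-2, xct-1, prl1-2 and xct-2 XCT::XCT against Col-0, and more junctions in xct-1 and xct-2 XCT::XCT but not in xct-2 or prl1-2. Replicates 1 and 3 of xct-2 with Col-0 replicate 3 gave 4680 genes, 2867 exon bins and 726 junctions, where the real split gave 0, 0 and 790. The same kind of split in xct-1 gave 4633 genes, 3355 exon bins and 1679 junctions, where the real split gave 0, 0 and 287. In prl1-2 it gave 1643 genes, 885 exon bins and 24 junctions, where the real split gave 9, 0 and 2880. In xct-2 XCT::XCT against Col-0 it gave 2378 genes, 291 exon bins and 430 junctions, where the real split gave 1, 0 and 0. Between xct-2 XCT::XCT and xct-2 it gave 0 genes (3206 at an unadjusted p under 0.05) and 0 junctions (3403), where the real split gave 2 and 1285 (edgeR). Between xct-1 XCT::SpXAP5 and xct-1 it gave 0 genes, 0 exon bins and 2 junctions (1895, 3352 and 3926 at an unadjusted p under 0.05), where the real split gave 0 of each (555, 1586 and 2468). With junctions per read as a covariate over all libraries the real contrasts gave 467, 9 and 704 genes.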
